# Changes in cellular microRNA expression induced by porcine circovirus type 2-encoded proteins

**DOI:** 10.1186/s13567-015-0172-5

**Published:** 2015-04-10

**Authors:** Jae-Sang Hong, Nam-Hoon Kim, Chang-Yong Choi, Jun-Seong Lee, Dokyun Na, Taehoon Chun, Young Sik Lee

## Abstract

Porcine circovirus type 2 (PCV2) is the primary causative agent of postweaning multisystemic wasting syndrome, which leads to serious economic losses in the pig industry worldwide. While the molecular basis of PCV2 replication and pathogenicity remains elusive, it is increasingly apparent that the microRNA (miRNA) pathway plays a key role in controlling virus-host interactions, in addition to a wide range of cellular processes. Here, we employed Solexa deep sequencing technology to determine which cellular miRNAs were differentially regulated after expression of each of three PCV2-encoded open reading frames (ORFs) in porcine kidney epithelial (PK15) cells. We identified 51 ORF1-regulated miRNAs, 74 ORF2-regulated miRNAs, and 32 ORF3-regulated miRNAs that differed in abundance compared to the control. Gene ontology analysis of the putative targets of these miRNAs identified transcriptional regulation as the most significantly enriched biological process, while KEGG pathway analysis revealed significant enrichment for several pathways including MAPK signaling, which is activated during PCV2 infection. Among the potential target genes of ORF-regulated miRNAs, two genes encoding proteins that are known to interact with PCV2-encoded proteins, *zinc finger protein 265* (*ZNF265*) and *regulator of G protein signaling 16* (*RGS16*), were selected for further analysis. We provide evidence that *ZNF265* and *RGS16* are direct targets of miR-139-5p and let-7e, respectively, which are both down-regulated by ORF2. Our data will initiate further studies to elucidate the roles of ORF-regulated cellular miRNAs in PCV2-host interactions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13567-015-0172-5) contains supplementary material, which is available to authorized users.

## Introduction

Porcine circoviruses (PCVs) are small, non-enveloped viruses with a circular single-stranded DNA genome of approximately 1.7 kb [1]. Two types of PCV have been described. The original virus, designated PCV type 1 (PCV1), is non-pathogenic to pigs [2], while a variant strain of PCV, designated PCV type 2 (PCV2), is the principal etiological agent of postweaning multisystemic wasting syndrome (PMWS), a multifactorial disease in swine that leads to severe losses in pig production worldwide [3]. Prominent PMWS symptoms include severe progressive weight loss, dyspnea, tachypnea, anemia, diarrhea, and lymphocyte depletion in pigs between 5 and 15 weeks of age [4,5]. PCV2 infections are also associated with other porcine diseases, such as porcine dermatitis and nephropathy syndrome (PDNS) and porcine respiratory disease complex (PRDC) [6]. Despite the severe consequences of PCV2 infection, the mechanisms underlying replication and pathogenesis of PCV2 have remained elusive.

Replication of PCV2 involves the generation of a double-stranded DNA intermediate, which encodes three major open reading frames (ORFs) on both the viral (ORF1) and the complementary (ORF2 and ORF3) strands [7]. ORF1 encodes the two replication-associated proteins (Rep and Rep’) via alternative splicing, which are both necessary for viral DNA replication [8]. ORF2 codes for the immunogenic capsid (Cap) protein [9]. ORF3 is expressed in the antisense direction of ORF1 and encodes a protein that is not essential for viral replication but contributes to caspase-dependent apoptosis of host cells and modulation of virulence [10,11].

Since PCV2 has a highly limited coding capacity due to its small genome size, replication and pathogenesis of PCV2 are largely dependent on host factors. PCV2-encoded proteins were found to interact with several cellular proteins involved in transcriptional regulation as well as components of signaling pathways [12-14], implicating modulation of host transcriptional regulatory networks in augmenting the replication potential of PCV2. For example, the transcriptional regulator c-Myc was found to interact with the Rep protein of PCV2 [12]. Importantly, c-Myc modulates the expression of several microRNAs (miRNAs), which are key regulators of gene expression [15-17]. Based on these findings, it is plausible that the viral proteins expressed during PCV2 infection lead to differential regulation of cellular miRNAs.

miRNAs are an abundant class of ~22-nucleotide (nt) non-coding RNAs that act as key post-transcriptional regulators of gene expression in metazoans [18], and affect almost every cellular process, from development to oncogenesis [19]. Mammalian organisms express hundreds of miRNAs [20]. Canonical miRNAs are transcribed by RNA polymerase II as long primary transcripts (pri-miRNAs), which are processed in the nucleus into ~70-nt precursor miRNAs (pre-miRNAs) with hairpin structures by the RNase III enzyme Drosha [21,22]. The pre-miRNA is exported to the cytoplasm where another RNase III enzyme named Dicer further processes it into a miRNA duplex. Each strand of this duplex originates from the 5′ and 3′ arms of a stem region in the pre-miRNA hairpin and is denoted with a -5p (from the 5′ arm) or -3p (from the 3′ arm) suffix [23]. One strand of the miRNA duplex, representing a mature miRNA, is incorporated into the RNA-induced silencing complex (RISC) to direct translational repression and/or destabilization of target mRNAs primarily by binding to their 3′ untranslated region (3′ UTR) [24]. In animals, positions 2 to 7 from the 5′ end of the miRNA, referred to as the ‘seed’ region, are the major determinants for RISC binding to its partially complementary targets [20]. As individual miRNAs can regulate multiple genes [25], alteration of miRNA expression has been associated with numerous human diseases including cancer [26].

Increasing evidence indicates that viruses modulate cellular miRNA expression profiles upon host infection [27-29]. Following viral infections, altered expression of cellular miRNAs can facilitate and/or restrict viral replication by deregulating their target genes involved in cell proliferation, survival, and antiviral defense pathways. For example, differential expression of cellular miRNAs induced by hepatitis C virus and human immunodeficiency virus affects viral replication and pathogenesis [28]. Nevertheless, PCV2 has previously not been shown to deregulate cellular miRNA expression upon infection.

PCV2-encoded proteins are major interfaces through which the virus interacts with host cells and modulates their activity to establish infection. In this study, we characterized cellular miRNAs that are either up-regulated or down-regulated in porcine kidney epithelial (PK15) cells by each of three PCV2-encoded ORF proteins using Solexa deep sequencing technology. We also performed gene ontology (GO) and KEGG pathway analyses to identify key cellular processes and pathways associated with the putative target genes of ORF-regulated miRNAs. Moreover, we further analyzed two target genes of ORF-regulated miRNAs that encode proteins known to interact with PCV2-encoded proteins. Our results can be used as a platform to study the functions of cellular miRNAs associated with PCV2 replication and pathogenesis.

## Materials and methods

### Cell culture and generation of stable cell lines

PK15 cells were maintained at 37 °C in Dulbecco’s Modified Eagle Medium (DMEM; Hyclone) with 10% fetal bovine serum (FBS; Hyclone) in an atmosphere of 5% CO_2_. Genomic DNA was extracted from a PCV2 strain [GenBank accession no. FR823451.1], isolated from the spleen of a pig obtained from a commercial farm in South Korea. To generate PK15 cell lines stably expressing each PCV2 ORF, individual full-length ORFs were amplified from the PCV2 genomic DNA by PCR using ORF1, ORF2, or ORF3 primer pairs (Additional file 1) containing *Xho*I and *Not*I restriction sites. After digestion with *Xho*I and *Not*I, each of the resulting PCR products was cloned into the pGEM-T Easy vector (Promega), and the nucleotide sequence was verified by DNA sequencing. Each ORF was then subcloned into the *Xho*I and *Not*I sites downstream of the cytomegalovirus (CMV) promoter in the pLNCX2 retroviral vector (Clontech). To generate retroviruses, 293 GPG packaging cells were transfected with either the empty vector or individual recombinant vectors using Lipofectamine Plus (Invitrogen), according to the manufacturer’s protocol. Three days after transfection, the supernatant of the transfected cells containing retroviruses was collected and used to infect PK15 cells in the presence of 1 μg/mL polybrene (Sigma). Four hours after infection, the viral supernatant was replaced with DMEM containing 10% FBS. The retroviral infection procedure of PK15 cells was performed three times at 24 h intervals. After the third infection, the cells were selected with 1.5 mg/mL neomycin to establish stable cell lines.

### Reverse transcription-polymerase chain reaction (RT-PCR)

Total RNA was extracted from PCV2 ORF-expressing and control PK15 cells using Trizol reagent (Invitrogen) according to the manufacturer’s protocol. One microgram of total RNA from each sample was treated with RNase-free DNase I (Invitrogen), and reverse-transcribed to cDNAs using random primers (Promega) and M-MLV reverse transcriptase (Invitrogen) according to the manufacturer’s instructions. The ORF1 cDNA was PCR amplified using either the ORF1/3-RT-F and ORF1-RT-R primer pair or the ORF1/3-RT-F and ORF1/3-RT-R primer pair. The ORF2 cDNA was amplified with the ORF2-RT-F and ORF2-RT-R primer pair, and the ORF3 cDNA was obtained using the ORF1/3-RT-F and ORF1/3-RT-R primer pair. GAPDH (glyceraldehyde-3-phosphate dehydrogenase) cDNA was amplified by PCR using the GAPDH primer pair, which served as an internal control. The sequences of all primers are listed in Additional file 1.

### Small RNA cDNA library construction and Solexa sequencing

Total RNA was isolated from each sample using the miRNeasy mini Kit (Qiagen) and then enriched for small RNAs less than ~200 nt using an RNeasy MinElute Cleanup kit (Qiagen), according to the manufacturer’s instructions. The small RNAs were measured for their integrity and quantity on an Experion system (Bio-Rad) and then used as input material to construct a cDNA library using a TruSeq Small RNA Sample Preparation kit (Illumina) following the manufacturer’s protocol. Briefly, one microgram of small RNAs was sequentially ligated to 3′ and 5′ RNA adaptors. The doubly ligated RNA products were purified and reverse-transcribed to cDNAs, followed by 11 cycles of PCR using a pair of common and index primers. The resulting libraries were gel-purified and quantified using picoGreen and qPCR [30], and their size and quality were assessed with Experion in combination with Bioanalyzer 2100 (Agilent). Each library (8 pM) was used for cluster generation with a TruSeq SR cluster kit v2 (Illumina) on an Illumina cBot, followed by sequencing on an Illumina Genome Analyzer IIx. Solexa sequencing data were submitted to the GEO database (accession number GSE60206).

### Computational processing of Solexa sequencing data

Raw sequencing reads from each library were subjected to the small RNA data-processing pipeline of the Beijing Genomics Institute (BGI, China). After eliminating all low-quality sequences, the reads between 18 and 36 nts were retrieved and trimmed of the adaptor sequences to produce “clean reads”. The filtered datasets were analyzed for small RNA length distribution and then aligned to the porcine genome (Sscrofa10.2) using the SOAP program (version 2.20) [31]. Next, all clean reads were screened against public databases for annotation. To avoid redundant annotation of the reads, bioinformatic analysis was performed in the following order: non-coding RNAs other than miRNAs > miRNAs > repeat-associated small RNAs > mRNAs. The Rfam and NCBI GenBank databases were used to identify sequences matching repeats, mRNAs, and non-coding RNAs (e.g., rRNA, tRNA, snRNA, and snoRNA) other than miRNAs. To identify known porcine miRNAs, the total clean reads from each library were aligned to porcine pre-miRNAs and mature miRNAs annotated in miRBase (release 20.0) [32] using BLASTN. Only reads perfectly matching pre-miRNAs, but partially matching their corresponding mature miRNAs with at least 16 nt overlap, were considered known porcine miRNA variants, termed isomiRs [33].

To identify porcine orthologs of human miRNAs and their respective isomiRs, the total clean reads from each library were compared to human pre-miRNAs and their corresponding mature miRNAs, registered in miRBase, using the standalone version of miRanalyzer [34], allowing no mismatch and a minimum 16-nt contiguous match, respectively. If a read was perfectly mapped to both a known porcine mature miRNA and a human mature miRNA (except for a 1 or 2-nt mismatch at either the 5′ or 3′ end), it was considered an identical miRNA, conserved between pigs and humans. If the remaining reads, matching both human pre-miRNAs and their mature miRNAs, perfectly mapped to the porcine genome, the genomic sequence, including flanking regions, was used to predict hairpin structures of 70–80 nt with a free energy of less than −20 kcal/mol using the mfold program (version 3.5) [35]. Any sequence that fulfilled the criteria for a potential miRNA hairpin precursor was considered a porcine ortholog of human miRNA [36].

To compare miRNA expression profiles between samples (control versus ORF-expressing PK15 cells), the abundance levels for individual miRNAs in each library were normalized by dividing each miRNA count by the total number of clean reads as described previously [37]. The normalized ORF/control ratios were log_2_ transformed to identify miRNAs with at least a two-fold change in expression. Raw miRNA read counts were also statistically analyzed for differential expression with the Fisher’s exact test (*P* < 0.05). miRNAs that satisfied these criteria were considered PCV2 ORF-regulated miRNAs and subjected to further analysis.

To identify miRNA clusters, pre-miRNA sequences were retrieved from miRBase and mapped to the porcine genome. The genome-matched sequences were used to identify clusters of individual miRNAs that were located in close proximity (<10 kb apart) on a chromosome and oriented in the same direction for transcription.

### Prediction of miRNA targets and functional enrichment analysis

Potential target genes of PCV2 ORF-regulated miRNAs were predicted using miRecords, a resource for miRNA-target interactions that integrates 11 miRNA target prediction programs including TargetScan, miRanda, and PicTar [38]. Due to the lack of porcine genes in the current version of miRecords, human orthologs of porcine miRNAs with differential expression were used to predict potential target genes, assuming that the 3′ UTRs of orthologous mRNAs between humans and pigs contain conserved miRNA-binding sites. Genes that were predicted by at least five of the target prediction programs integrated into miRecords were considered the most probable targets of the ORF-regulated miRNAs. For human miRNA targets of particular interest, the 3′ UTR sequences of orthologous mRNAs in pigs, if available, were retrieved from NCBI and analyzed to confirm the conserved miRNA-target interactions using RNAhybrid [39]. Sites complementary to porcine miRNAs with seed matches and free energies of at least −20 kcal/mol for hybridization were considered miRNA target sites. GO biological processes and KEGG pathways enriched in the predicted miRNA target gene datasets were identified with DAVID (version 6.7) [40] using the criteria that at least ten genes were involved and there was a *P* < 0.05 for each category.

### miRNA expression analysis

Splinted ligation assay was performed as described previously using total RNA (2 μg) extracted from each sample to measure mature miRNA levels [41-43]. Equal amounts of input RNA for reactions were further verified by visualizing 5.8S RNA as an internal control with ethidium bromide after electrophoresis of total RNA on denaturing polyacrylamide gels. The sequences of miRNA-specific bridge oligonucleotides used for the splinted ligation assay are listed in Additional file 2. Reaction products were resolved on 12% polyacrylamide gels containing 7 M urea, visualized on a BAS-2500 Phosphorimager (Fujifilm), and quantified using MultiGauge software (Fujifilm).

### Western blotting

Protein extracts were prepared in passive lysis buffer (50 mM Tris–HCl (pH 7.4), 150 mM NaCl, 0.5% NP-40, and protease inhibitor (Roche)) from PCV2 ORF-expressing and control PK15 cells. Western blot analysis and quantification were performed as described previously [44]. The primary antibodies used were anti-RGS16 (Santa Cruz) and anti-α-Tubulin (Santa Cruz), which was used as a loading control.

### Luciferase reporter assays

To construct a plasmid expressing miR-139-5p or let-7e, a fragment containing the corresponding miRNA precursor was amplified from genomic DNA of PK15 cells by PCR with the miR-139 or let-7e primer pair (Additional file 1) and cloned into the pCI-neo vector (Promega). To generate luciferase reporter constructs, a fragment of either the *ZNF265* 3′ UTR [GenBank accession no. NM_001044582.1] or *RGS16* 3′ UTR [GenBank accession no. AK399836.1] was obtained from PK15 cell-derived cDNAs by PCR with the ZNF265 WT or RGS16 primer pair (Additional file 1), and cloned downstream of the *Renilla* luciferase-coding sequence in the psiCHECK-2 vector (Promega), which also expresses firefly luciferase for normalization of the *Renilla*-luciferase activity between samples. Site-directed mutagenesis of a miR-139-5p target site in the *ZNF265* 3′ UTR was performed using PfuTurbo DNA polymerase (Stratagene) and the ZNF265 mutant primer pair listed in Additional file 1. For luciferase assays, control or ORF2-expressing PK15 cells were co-transfected in 12-well plates with the luciferase-3′ UTR reporter plasmid (wild type or mutant) and the pCI-neo vector containing the corresponding miRNA precursor or vector only using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions. Two days after transfection, *Renilla*- and firefly-luciferase activities were measured using the Dual-Luciferase Reporter Assay System (Promega), according to the manufacturer’s protocol.

## Results

### Solexa sequencing of small RNA cDNA libraries and data analysis

Since other viruses use cellular miRNA to modulate host-cell infection, we hypothesized that PCV2 also alters the miRNA expression profile of host cells during infection. To address this possibility, we expressed individual PCV2-encoded ORFs (ORF1, ORF2, and ORF3) in PK15 cells, which have been widely used to propagate PCV2 and study its replication in vitro [45,46]. This method was chosen instead of infecting these cells with PCV2 because of the low infectivity of the virus strain used in this study (data not shown). In addition, this approach might enable the analysis of the potential effect of each ORF protein on cellular miRNA expression during the course of PCV2 infection. We generated PK15 cell lines stably expressing each of three PCV2 ORFs (Additional file 3). 

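The deposited reads of the control library, made from parental PK15 cells (a porcine kidney cell line), were examined. The authors deposited distinct sequences with the number of reads counted for each, without normalization. The control library held 1541 distinct sequences of 18 to 36 nt. They had 1199575 reads, which were 34.5% of the 3476739 clean reads that Table 1 gives for this library. A single read was counted for 527 of the sequences. The sequences carry no miRNA names and were named from the sequences printed in the paper and its additional files, with an overlap of at least 16 nt and no mismatch. A name was found for 780 sequences with 1015522 reads (84.7% of the reads). Of the 356 miRNAs in the paper's table, 154 could be counted in this way, of which 92 were known and 62 were orthologous. Their counts were taken as the sum of the reads of their sequences. For the ORF1, ORF2 and ORF3 libraries the paper's own counts and the paper's totals of 3604325, 4293063 and 3648407 clean reads were used. Each cell line had 1 library, so the spread between cultures could not be measured, and a test on the reads of a pair of libraries compares those libraries only. Shares are given with 95% Wilson confidence intervals. A miRNA of 3 reads, taken as the smallest that the depth can show, made up 8.63e-05% of the clean reads of the control library. Intervals and this floor cover counting error only.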

Small RNA cDNA libraries were prepared from these cell lines as well as the parental cell line as a control, and then sequenced using a Solexa platform. Sequencing of each library yielded between 4 565 856 and 5 887 207 raw reads. After excluding low-quality reads and adaptor sequences, the remaining sequences that were 18–36 nt in length were selected as “clean reads” for further analysis. These reads accounted for an average of 75.55% of the raw reads obtained from each library. 

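In the control library, the deposited miRNA reads had a peak at a single length. Reads of 22 nt made up 71.1% of them (95% confidence interval 71.0% to 71.2%). The shares of 23, 21 and 24 nt were 12.5%, 6.70% and 6.29%, and 96.5% of the reads were between 21 and 24 nt. Only 0.240% were between 25 and 36 nt. The share of 22 nt changed most when each distinct sequence was counted once, to 20.8%, and it was 38.2% without the reads of miR-10a-5p and miR-10b. The clean reads of other RNA classes were not used here.

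**Figure D1:**
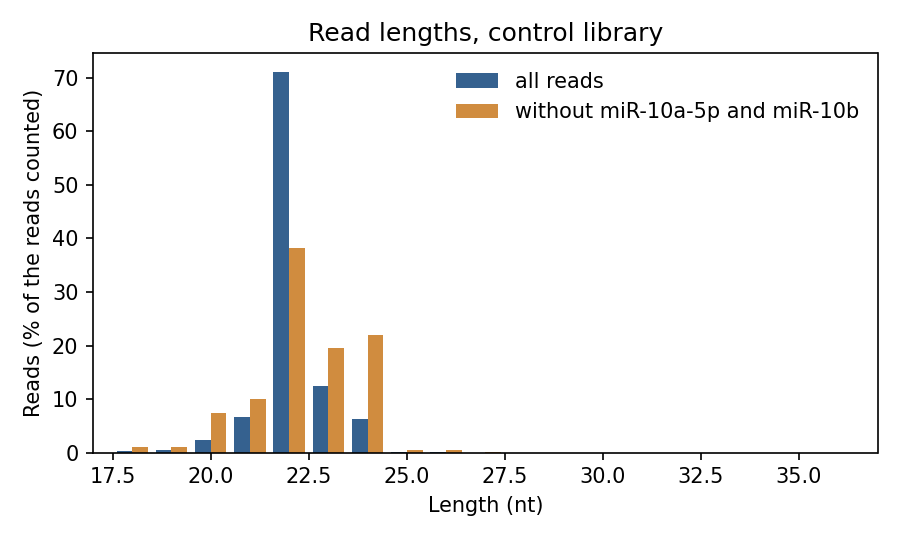
Percent of the reads of each length in the control library (length in nt on the horizontal axis), for all deposited reads and without the reads of miR-10a-5p and miR-10b. Both sets have their highest bar at 22 nt.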

The size distribution of the clean reads was similar in all the libraries, with the majority being 22 nt, which is typical of miRNAs (Figure 1). All of the clean reads were then annotated by searching against current public databases. In our libraries, an average of 27.93% of the reads for each library were miRNAs (see below). 

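The deposited sequences of the control library, most of whose reads could be named as miRNAs, made up 34.5% of the clean reads, with a 95% confidence interval of 34.5% to 34.6%. The paper's miRNA share of this library in Table 1 is 34.67%.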

An average of 33.89% of the total clean reads represented degradation products of mRNA and other non-coding RNAs, and an average of 38.18% remained unclassified. The details of the sequencing results of the four libraries, including read counts and relative proportion for each category, are shown in Table 1.

**Figure 1:**
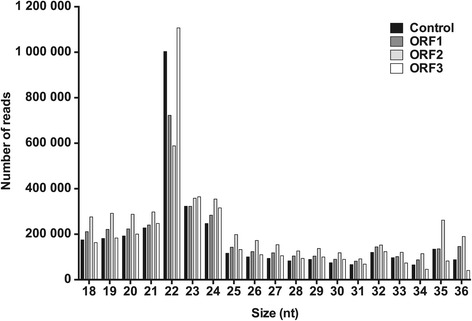
**Size distribution of small RNA sequences.** The clean reads ranging from 18-nt to 36-nt in size were selected from each small RNA cDNA library after deep sequencing, as described in Materials and Methods. The majority of them were 22 nt, which is consistent with the typical size of miRNAs.

**Table 1:** **Sequencing results of small RNA cDNA libraries**

**Category**	**Control**		**ORF1**		**ORF2**		**ORF3**	
	**Count**	**%**	**Count**	**%**	**Count**	**%**	**Count**	**%**
**Raw reads**	**4 654 382**	**100.00**	**5 014 372**	**100.00**	**5 887 207**	**100.00**	**4 565 856**	**100.00**
Low-quality reads	42 632	0.92	45 864	0.91	57 174	0.97	40 451	0.89
High-quality reads	4 611 750	99.08	4 968 508	99.09	5 830 033	99.03	4 525 405	99.11
**High-quality reads**	**4 611 750**	**100.00**	**4 968 508**	**100.00**	**5 830 033**	**100.00**	**4 525 405**	**100.00**
Clean reads (≥18 nucleotides)	3 476 739	75.39	3 604 325	72.54	4 293 063	73.64	3 648 407	80.62
**Clean reads**	**3 476 739**	**100.00**	**3 604 325**	**100.00**	**4 293 063**	**100.00**	**3 648 407**	**100.00**
miRNA	1 205 500	34.67	861 472	23.90	623 299	14.52	1 409 182	38.62
rRNA	698 265	20.08	775 446	21.51	1 568 539	36.54	808 436	22.16
scRNA	4100	0.12	3292	0.09	2835	0.07	2541	0.07
snRNA	15 446	0.44	12 003	0.33	19 892	0.46	12 971	0.36
snoRNA	16 659	0.48	10 548	0.29	11 925	0.28	11 051	0.30
srpRNA	332	0.01	509	0.01	1428	0.03	591	0.02
tRNA	186 300	5.36	289 446	8.03	283 870	6.61	192 332	5.27
mRNA	44 231	1.27	48 588	1.35	68 330	1.59	52 302	1.43
Repeat-associated small RNA	8168	0.23	8876	0.25	10 357	0.24	9058	0.25
Unannotated^a^	1 297 738	37.33	1 594 145	44.23	1 702 588	39.66	1 149 943	31.52

^a^Sequences do not match any known RNA species.

### Identification of porcine miRNAs

We first identified known porcine miRNAs by searching all of the clean reads against the primary repository for miRNA sequences and annotations, miRBase (release 20.0). We observed different but overlapping sets of known porcine miRNAs across the libraries. The miRNAs varied significantly between the libraries in their relative abundance, as measured by the frequency of read counts in each library (Additional file 4), suggesting potential changes in cellular miRNA levels induced by individual PCV2 ORFs. 

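In the control library, miR-10b had 459092 reads, or 13.2% of the clean reads (95% confidence interval 13.2% to 13.2%). A further 443505 reads were counted for miR-10a-5p, which made up 12.8% (12.7% to 12.8%). Together they held 26.0% of the clean reads, and 75.2% when the deposited miRNA reads served as the total. The next most abundant of the miRNAs counted here were let-7i with 0.596%, let-7f with 0.378% and miR-182 with 0.331% of the clean reads. The median count of the 140 miRNAs with reads was 22 reads, and 54 of them had fewer than 10 reads. In the paper's ORF2 counts, miR-10a-5p had 149232 reads and miR-10b had 149640 reads. Their log2 ratios of reads per clean read to the control library were -1.88 and -1.92. With the listed miRNA reads as totals, which include the reads of this pair, the ratios were -0.61 and -0.65. Under the other totals described below that include the pair, its ratios ranged from -1.59 to -1.20.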

Amongst the 319 distinct porcine miRNAs annotated in miRBase, 81 were not detected in any libraries, presumably due to very low or no expression in PK15 cells. The remaining 238 miRNAs were, however, observed in at least one of the libraries, representing 74.61% of all known porcine miRNAs (Figure 2A). Amongst these, 210 miRNAs were detected in the control library, 215 in the ORF1 library, 205 in the ORF2 library, and 221 in the ORF3 library. 

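At least 1 read was found in the control library for 86 of the 92 known miRNAs that could be counted. With a minimum of 10 reads, 69 remained. For the same 92 miRNAs the paper's control counts give 86 at the minimum of 1 read. Known and orthologous miRNAs taken together, the count equaled the paper's control count for 140 of 154 miRNAs and differed for 14. This comparison leaves out 56 orthologous miRNAs with a printed sequence that had no deposited read, on their mature sequence or elsewhere on their precursor. For 36 of these the paper's control count is above 0, up to 2142 reads for miR-25-3p. The other 146 known miRNAs were not analysed here, because the printed sequences did not give them a name.

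**Figure D2:**
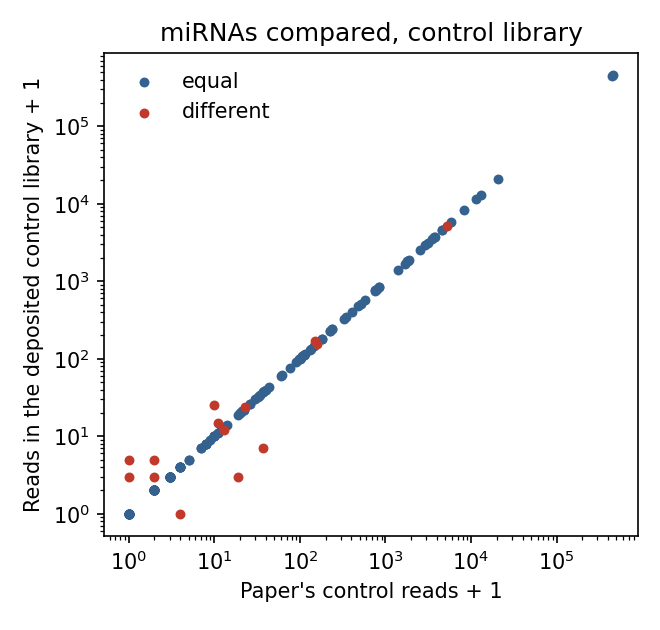
Reads of each of the 154 miRNAs in the deposited control library against the paper's control count, both with 1 read added and on log axes. The 140 equal counts lie on the diagonal, and the 14 that differ are marked.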

The four libraries had 184 common miRNAs, while 2 (ssc-miR-194b-5p, −7143-3p), 4 (ssc-miR-106a, −1277, −129a, −18b), 5 (ssc-miR-132, −491, −7143-5p, −758, −95) and 6 (ssc-miR-144, −187, −199b-5p, −451, −7137-3p, −874) miRNAs were unique to the control, ORF1, ORF2, and ORF3 libraries, respectively.

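Of the miRNAs counted here, 2 had reads in the control library and none in the paper's counts of the other libraries. The orthologous miR-29b-2-5p had a count of 1 read and miR-324-3p a count of 4 reads, for which the paper's control count is 1. With at least 2 reads required in the control library, only miR-324-3p remained. Without reads that start before the annotated 5′ end, a setting chosen after seeing the values, it had 1 read and would not remain. The known miR-194b-5p and miR-7143-3p were not analysed here. The floor of 3 reads lay between 6.99e-05% and 8.63e-05% of the clean reads of the libraries. Counts below it, such as that of miR-29b-2-5p, do not show that a miRNA is absent from the other libraries.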

**Figure 2:**
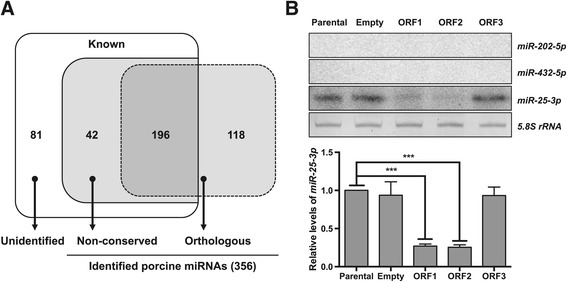
**Identification of known and orthologous miRNAs in the pig. A**. Overlap of known porcine miRNAs and the orthologs of human miRNAs identified in this study. The total number of the identified miRNAs is indicated in parenthesis. Known, porcine miRNAs annotated in miRBase; Unidentified, known porcine miRNAs not identified in this study; Non-conserved, miRNAs that are not conserved between humans and pigs; Orthologous, miRNAs conserved between humans and pigs (indicated by a dot-border rectangle). **B**. Splinted ligation analysis (top) and quantification (bottom) of expression levels of the porcine ortholog of human miR-25-3p. A representative image from three independent experiments is shown. Orthologous but unidentified porcine miRNAs, miR-202-5p and miR-432-5p, served as negative controls, and the 5.8S rRNA was used as a loading control. Consistent with Solexa sequencing results, miR-25-3p was significantly down-regulated in ORF1- and ORF2-expressing PK15 cells but not in ORF3-expressing cells, compared with parental and empty vector-harboring cells. For quantification, the level of miR-25-3p in parental cells was set to 1. All error bars indicate mean ± standard error of the mean (SEM). ***, *P* < 0.001 by one-way analysis of variance (ANOVA) with Dunnett’s multiple-comparison test.

The total number (319) of distinct, mature porcine miRNA entries in miRBase was much smaller than those for other mammals, such as humans (2555) and mice (1890). Given the strong conservation of miRNAs across animal species [47], we sought to identify the pig orthologs of human miRNAs by aligning the clean reads to human pre-miRNAs and the corresponding mature miRNAs annotated in miRBase. Among known porcine miRNAs found in our libraries, 196 were identical or nearly identical to the registered human miRNAs with 1 or 2-nt mismatches at either the 5′ or 3′ end. More importantly, we could identify 118 additional orthologous miRNAs for which pre-miRNA sequences perfectly mapped to the porcine genome and satisfied established guidelines for miRNA annotation [36] (Figure 2A and Additional file 5). Among these miRNAs, the expression of miR-25-3p was verified by a splinted ligation-based method [43], while other orthologous but unidentified miRNAs were not detectable by this method (Figure 2B). Amongst the orthologous porcine miRNAs identified, 64 were detected in all the libraries, while 2, 6, 6 and 6 were found only in the control, ORF1, ORF2, and ORF3 libraries, respectively. Consequently, combining all the data from our libraries revealed a total of 356 distinct miRNAs, including 314 conserved and 42 non-conserved miRNAs between humans and pigs (Figure 2A and Additional file 6).

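In the control library, 54 of the 118 orthologous miRNAs had at least 1 read among the deposited sequences. The number fell to 17 at a minimum of 10 reads, the alternative that moved it most. By the paper's control counts, 89 orthologous miRNAs had reads in this library. Of these, 52 had reads among the deposited sequences and 37 had none.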

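The most abundant sequence of a miRNA in the control library could be compared with a printed mature sequence for 61 miRNAs. Most of the 61 were orthologous miRNAs, which have no porcine entry in miRBase. The most abundant sequence was identical to the printed sequence, with the same start and end, for 27 of the 61. Among the 23 miRNAs with at least 10 reads it was identical for 15, and among the 9 miRNAs with at least 100 reads for 8. Identical starts with another 3′ end were counted as different here. In miR-10b, the sequence TACCCTGTAGAACCGAATTTGT had 374051 reads, or 81.5% of the reads of this miRNA. In let-7e, TGAGGTAGGAGGTTGTATAGTT had 456 of 575 reads.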

Most of the abundant porcine miRNA sequences identified in this study perfectly matched those registered in the miRBase. However, as observed in our earlier studies [41,42], miRNAs showed variations in sequence length at the 5′ and/or 3′ ends (Additional file 7). These isoforms of individual miRNAs are referred to as isomiRs [33] and showed a wide range of expression levels in each library. 

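End variation was measured in the control library for the 61 miRNAs with a printed mature sequence, which had 10870 reads. Of these reads, miR-151-5p had 3748, miR-103 had 3113 and miR-221-3p had 1875, and only 9 miRNAs had at least 100. The shares of reads and their intervals therefore describe mainly a few miRNAs. Both ends were unchanged in 62.8% of the 10870 reads (95% confidence interval 61.9% to 63.7%). Only the 3′ end differed in 33.7% (32.8% to 34.6%), only the 5′ end in 1.94% (1.70% to 2.22%) and both ends in 1.52% (1.30% to 1.77%). With each distinct sequence counted once, the shares were 48.8% for only the 3′ end, 9.86% for only the 5′ end and 24.4% for both ends. With the most abundant sequence of each miRNA as the reference, 140 miRNAs could be used and the shares were 12.1%, 4.22% and 7.64%. This reference moved the share of only the 3′ end most. Distinct sequences with this reference, a setting added after the data were examined, moved the share of only the 5′ end most, to 12.8%. The reads of miR-10a-5p and miR-10b entered only the settings with this reference, and they included ACCCTGTAGATCCGAATTTGTG with 32722 reads and ACCCTGTAGAACCGAATTTGTGT with 17060 reads, which start inside the most abundant sequence.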

The end heterogeneity of the identified isomiRs was more frequently found only at the 3′ end (25.74%) relative to only the 5′ end (3.29%) and both ends (5.87%). This suggests that the 5′ end of a miRNA is much more important than the 3′ end, which is consistent with a crucial role for the seed region in miRNA-mRNA interactions [20]. miRNAs often have end variants differing in sequence length [48]. These isomiRs may arise from imprecise processing or terminal trimming of miRNAs. It is also possible that isomiRs may originate from differential processing of miRNAs encoded by paralogous loci. In either case, the proportion of each isomiR is presumed to be cell or tissue specific and developmentally regulated.

### Analysis and validation of differential miRNA expression

To identify cellular miRNAs which are differentially expressed between the control and ORF-expressing PK15 cells, miRNA read counts were analyzed for differential expression. 

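For the 154 miRNAs counted in the control library, the rule of the paper was applied to the deposited control counts and the paper's ORF counts: Fisher's exact test, two-sided, with p under 0.05 and a log2 ratio of counts per clean read of at least 1 in size. In the ORF1 library 26 miRNAs passed, of which 14 increased and 12 decreased. In the ORF2 library 39 passed (12 increased, 27 decreased), and in the ORF3 library 18 passed (13 increased, 5 decreased). Among the 140 miRNAs with a count equal to the paper's, a set chosen after the data were examined, 22, 32 and 14 miRNAs passed. All of the miRNAs that the paper marks as regulated among the 154, which number 22, 36 and 14, passed here as well. For miRNAs with equal control counts this was fixed in advance, because the rule, the totals and all counts were then the paper's. The miRNAs that passed only here, such as miR-1285 and miR-502-3p, all had a control count that differed from the paper's. The median log2 ratio of the miRNAs with reads in both libraries was -0.14 in the ORF1, -0.55 in the ORF2 and 0.24 in the ORF3 library. The library total that moved the ORF1 and ORF2 lists most was that of the listed miRNA reads, with 42 increases and 6 decreases in the ORF2 library and 24 increases and 2 decreases in the ORF1 library. In this total, miR-10a-5p and miR-10b held 75.2% in the control, 64.5% in the ORF1 and 48.6% in the ORF2 library. A lower share of this pair raises the ratios of the other miRNAs under this total. In the ORF2 library, increases also outnumbered decreases with the median of ratios (22 and 19) and with TMM (27 and 18). Decreases still outnumbered increases there with the listed reads without miR-10a-5p and miR-10b (20 and 15) and with clean reads without rRNA reads (19 and 17), the latter a setting added after the data were examined. In the ORF3 library the median of ratios and TMM gave 11 increases and 11 decreases each. There the total without miR-10a-5p and miR-10b moved the list most, to 9 increases and 14 decreases, while clean reads without rRNA reads gave 15 increases and 4 decreases. With an assumed coefficient of variation of 0.4 between cultures in edgeR's exact test, 6, 19 and 8 miRNAs passed.

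**Figure D3:**
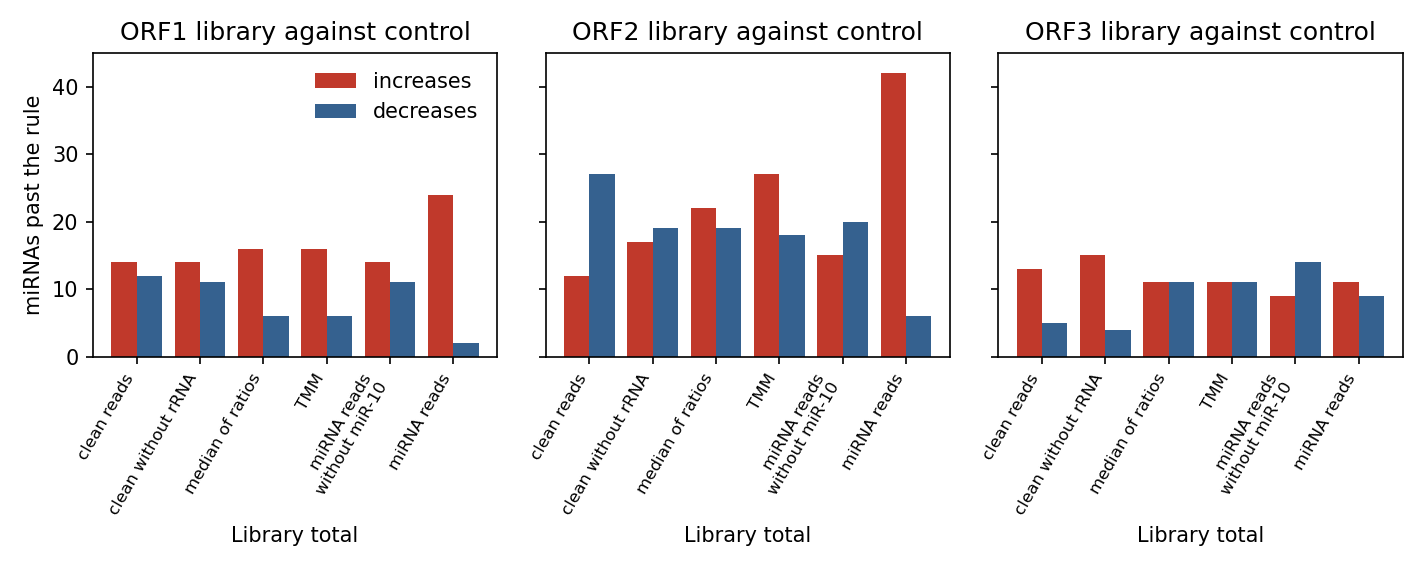
Number of the 154 miRNAs that increased or decreased past the rule in each ORF library against the control library, by the library total used (152 miRNAs where miR-10a-5p and miR-10b are left out). Decreases outnumber increases in the ORF2 library with clean reads (27 and 12), and increases outnumber decreases with the listed miRNA reads (42 and 6).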

A total of 51 miRNAs (23 up-regulated and 28 down-regulated) in the ORF1 library, 74 miRNAs (19 up-regulated and 55 down-regulated) in the ORF2 library, and 32 miRNAs (27 up-regulated and 5 down-regulated) in the ORF3 library exhibited differential expression when compared with the control (Figure 3A and Additional file 8). 

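Of the miRNAs counted here, 9 passed the rule in the same direction in each ORF library. For 6 of them the control count equaled the paper's: miR-125b-1-3p, miR-129b, miR-148a-5p, miR-222-5p, miR-29b and miR-505. For miR-1285, miR-31-3p and miR-502-3p the deposited control counts of 2, 24 and 6 reads differed from the paper's 18, 9 and 36. Each comparison used the same control library, made from parental cells that carried no vector. An error in a control count would therefore move the ratios of that miRNA the same way in every ORF library. The log2 ratio of miR-125b-1-3p, with 238 control reads, was 1.96 in the ORF1, 3.19 in the ORF2 and 2.02 in the ORF3 library. That of miR-222-5p, with 36 control reads, was 2.27, 2.37 and 2.32. In contrast, miR-148a-5p, with 61 control reads, had log2 ratios of -2.08 in the ORF1 and -2.43 in the ORF2 library (Fisher's exact test, two-sided, p = 2.72e-08 and 1.09e-10). In the ORF3 library its 61 control reads against the paper's 32 reads lay at the limit of the rule (p = 0.00123 by the same exact test). Without the rRNA reads in the totals, a setting added after the data were examined, it fell by 0.96 in the ORF3 library and no longer passed. Under other totals, miR-29b in the ORF3 library did not pass with the listed miRNA reads (0.91), without miR-10a-5p and miR-10b in them (0.54), with the median of ratios (0.76) or with TMM (0.78), and miR-505 in the ORF3 library did not pass without miR-10a-5p and miR-10b (0.83). After Benjamini-Hochberg adjustment 7 of the 9 miRNAs still passed in each ORF library, while miR-129b and miR-1285 did not. The 7 include miR-31-3p and miR-502-3p, and the adjustment does not address their differing control counts. With the paper's control counts, neither of them passed the rule in all ORF libraries. With an assumed coefficient of variation of 0.1 in edgeR's exact test, miR-129b did not pass in the ORF2 library (p = 0.0683). With 0.4, 2 miRNAs passed in all ORF libraries.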

Remarkably, 12 miRNAs (10 up-regulated and 2 down-regulated) were differentially expressed in all the ORF libraries compared with the control, suggesting a common role in PCV2 replication or pathogenesis. While the largest increase in abundance was observed with let-7c in both ORF1 and ORF3 libraries, and with miR-411-5p in the ORF2 library, miR-196a, miR-361-3p, and miR-1224-5p showed the largest decrease in abundance in the ORF1, ORF2 and ORF3 libraries, respectively. 

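For let-7c, the deposited control count was 4 reads and the paper's counts were 52 reads in the ORF1 and 61 reads in the ORF3 library. The log2 ratios were 3.65 and 3.86 (Fisher's exact test, two-sided, p = 1.53e-11 and 1.39e-13), the largest increases here in both libraries. All control reads of let-7c were of the sequence TGAGGTAGTAGGTTGTAT, which was also counted for let-7a. In the ORF2 library, miR-411-5p had a log2 ratio of 2.70 (p = 0.0036 by the same test), from 2 control reads and the paper's 16 reads. Of these control reads, 1 starts before the annotated 5′ end, and without it the log2 ratio was 3.70. For miR-1224-5p in the ORF3 library, 7 control reads against the paper's count of 1 read gave a log2 ratio of -2.88 (p = 0.0349). This was the largest decrease in that library, and it did not pass with an assumed coefficient of variation of 0.1 between cultures (p = 0.0758, edgeR's exact test). The known miR-196a and miR-361-3p were not analysed here. Of the miRNAs counted here with reads in both libraries, miR-130b-5p decreased most in the ORF1 library (-2.22, from 9 to 2 reads). In the ORF2 library miR-31-3p decreased most (-4.89, from 24 reads to 1). The paper's control count of miR-31-3p is 9 reads, so this ratio rests on a count that differs.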

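Across the ORF libraries, 51 of the 154 miRNAs passed the rule in at least 1 comparison with the control library. Of these, 28 passed in a single library, with 7 in the ORF1, 19 in the ORF2 and 2 in the ORF3 library. A further 14 passed in a pair of libraries. No miRNA passed in opposite directions. All comparisons used the same control library, so a shared direction may come from its counts. It may also come from the retroviral infection and neomycin selection, which the ORF lines went through and the parental cells did not. No library of empty-vector cells was sequenced, so these steps cannot be told apart from the ORFs here. Empty-vector cells were included in the paper's splinted ligation assays of selected miRNAs. The shared direction was not compared with a value for no change. From its results as a whole, including the lists and their overlap (Figure 3A), the paper proposes effects on cellular miRNAs that are in part specific to a viral protein and in part shared.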

Taken together, our results suggest that upon PCV2 infection of host cells, each ORF can differentially regulate distinct sets of cellular miRNAs, as well as common miRNA subsets.

**Figure 3:**
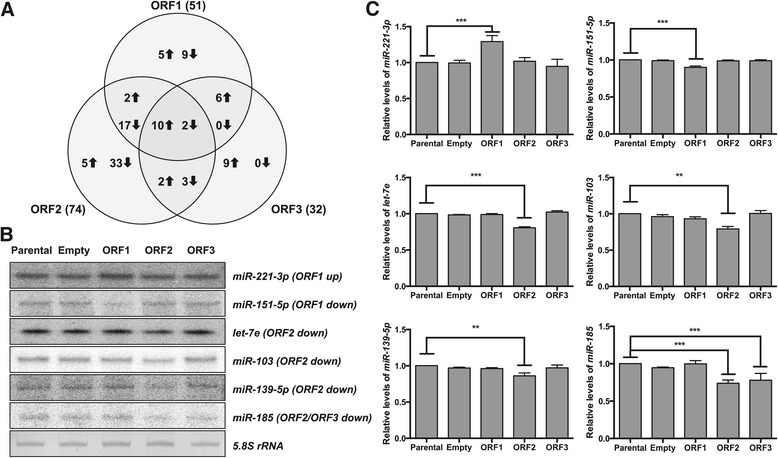
**Effects of PCV2 ORF expression on porcine mature miRNA levels in PK15 cells. A**. Venn diagram showing overlap of PCV2 ORF-regulated miRNAs. Upward and downward arrows indicate up-regulation and down-regulation of miRNAs, respectively. Values listed in parentheses indicate the total number of miRNAs differentially regulated by each ORF, compared to parental PK15 cells. **B**. Splinted ligation analysis of the steady-state levels of mature miRNAs indicated. A representative image from three independent experiments is shown, and parental and empty vector-harboring cells served as controls. Up- or down-regulation of each miRNA by the corresponding ORF(s) is indicated in parentheses. The 5.8S rRNA served as a loading control. **C**. Quantification of miRNA expression levels from the splinted ligation analysis depicted in B. The levels of miRNAs in parental cells were set to 1, and all error bars represent the mean ± SEM from three independent experiments. **P < 0.01, ***P < 0.001 by one-way ANOVA with the Dunnett’s multiple-comparison test.

We next verified the altered expression of ORF-regulated miRNAs by splinted ligation assay [43]. 

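The control counts of miR-221-3p (1875 reads), miR-151-5p (3748 reads), let-7e (575 reads), miR-103 (3113 reads), miR-139-5p (59 reads) and miR-185 (36 reads) equaled the paper's. In the ORF1 library the log2 ratio to the control library was 1.12 for miR-221-3p and -1.01 for miR-151-5p (Fisher's exact test, two-sided, p = 3.92e-187 and 1.12e-144). In the ORF2 library it was -1.15 for let-7e, -1.04 for miR-103, -1.73 for miR-139-5p and -1.77 for miR-185. The p values by this test were 6.88e-32, 7e-139, 4.5e-07 and 6.89e-05. In the ORF3 library miR-185 had a log2 ratio of -1.07 (p = 0.00941 by Fisher's exact test). Among the library totals tried, let-7e and miR-103 in the ORF2 library and miR-151-5p in the ORF1 library passed the rule with clean reads only. Under the other totals their log2 ratios ranged from -0.94 to 0.11, from -0.82 to 0.23 and from -0.99 to -0.47. With the listed miRNA reads, the ORF2 ratios of miR-139-5p (-0.46) and miR-185 (-0.51) did not pass either. The ratios of miR-221-3p in the ORF1 and miR-185 in the ORF3 library passed under every total. With an assumed coefficient of variation of 0.4 none of these ratios passed. For miR-25-3p no deposited sequence could be assigned, and it was not compared.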

Seven miRNAs, miR-25-3p (down-regulated by ORF1 and ORF2), miR-221-3p (up-regulated by ORF1), miR-151-5p (down-regulated by ORF1), let-7e, miR-103, miR-139-5p (all three down-regulated by ORF2), and miR-185 (down-regulated by ORF2 and ORF3), were randomly selected for verification. Although the extent of changes in expression level as assessed by splinted ligation assay was not identical to the sequencing results, all miRNAs tested showed significantly differential expression patterns (Figures 2B, 3B and C).

miRNAs are often clustered in the genome and can be generated by processing of a common polycistronic transcript [47,49]. Thus, we grouped pre-miRNAs representing mature miRNAs identified in this study into clusters based on genomic location, where miRNAs in each cluster were <10 kb apart. A total of 109 miRNAs were organized into 32 clusters, which were distributed on 14 different chromosomes (Additional file 9). The relative levels of individual mature miRNAs present in these clusters were then analyzed for their expression patterns in control and ORF-expressing PK15 cells. Among the miRNA clusters identified, the *miR-99a-let-7c* cluster exhibited a similar pattern of miRNA expression in response to the PCV2 ORFs. Both miR-99a and let-7c were up-regulated by PCV2 ORF1 and ORF3, suggesting that these miRNAs are functionally related. In contrast, miRNAs belonging to the other clusters showed variable expression patterns. 

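The precursor of let-7c lies on chromosome 13 from 191559336 to 191559429 in the porcine assembly used by the paper, and that of miR-99a from 191558610 to 191558689. The control library contained no read specific to let-7c, because its 4 reads were of a sequence shared with let-7a. In the paper's isomiR alignments, the reads that are not of this sequence number 50 in the ORF1, 5 in the ORF2 and 60 in the ORF3 library. The log2 ratio of let-7c in the ORF2 library was 1.02 (Fisher's exact test, two-sided, p = 0.287). The counts of miR-99a were not analysed here.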

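The precursors of miR-99b, let-7e and miR-125a lie on chromosome 6 of the assembly used by the paper, from 51858217 to 51858286, from 51858376 to 51858455 and from 51858852 to 51858931. Control counts were 2540 reads for miR-99b and 224 reads for miR-125a. The log2 ratios in the ORF1 library were -2.04 for miR-99b, -0.49 for let-7e and -1.10 for miR-125a. In the ORF2 library the ratio was -1.80 for miR-99b and -1.72 for miR-125a. The ORF3 ratios were -0.42, -0.20 and -0.92 in the order of the cluster, and none of them passed the rule. All ratios of the cluster were negative with clean reads as totals, and sizes below 1 did not pass. With the listed miRNA reads as totals, let-7e had a log2 ratio of 0.048 in the ORF1 library (Fisher's exact test, two-sided, p = 0.608), and neither miR-99b (-0.53) nor miR-125a (-0.45) passed in the ORF2 library. In the ORF3 library miR-125a passed with this total (-1.08), without miR-10a-5p and miR-10b in it (-1.45), with the median of ratios (-1.23) and with TMM (-1.21). In the ORF1 library miR-125a did not pass with the listed reads (-0.57), the median of ratios (-0.99) or TMM (-0.95). The differences between members of the cluster were not tested.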

As exemplified by the *miR-99b-let-7e-miR-125a* cluster, not all miRNAs located in a cluster were differentially regulated by the corresponding ORF in the same direction. These results are consistent with independent regulation of post-transcriptional processing of individual miRNAs within a cluster [50]. Overall, our data suggest that the majority of miRNAs in host cells is regulated by PCV2 ORFs at both transcriptional and post-transcriptional levels.

### Prediction and functional analysis of target genes for PCV2 ORF-regulated miRNAs

To understand the biological roles of PCV2 ORF-regulated miRNAs, we predicted their target genes using miRecords, a program that integrates various miRNA target prediction tools [38]. Because the current version of miRecords does not include porcine genes, miRNA target genes were predicted using the human database, assuming that the miRNA-binding sites in the 3′ UTRs of orthologous mRNAs are conserved between humans and pigs. Indeed, it was previously reported that most mammalian mRNAs contain conserved miRNA target sites [25]. We only considered genes that were predicted by at least five of the eleven established miRNA target prediction tools integrated into miRecords [38], since these were the most probable targets of differentially expressed miRNAs. Based on these stringent criteria, 1816 target genes were predicted for miRNAs up-regulated by ORF1, 1286 for miRNAs up-regulated by ORF2, and 1930 for miRNAs up-regulated by ORF3; whereas, 1245, 2261, and 91 genes were identified as putative targets for miRNAs down-regulated by ORF1, ORF2, and ORF3, respectively (Additional file 10).

To identify the relevant biological processes and pathways associated with ORF-regulated miRNAs, we performed GO and KEGG pathway analyses with datasets comprising all the putative targets of individual miRNAs regulated by each ORF. The five most enriched categories in individual datasets from each analysis are listed in Figure 4. Intriguingly, transcriptional regulation [GO IDs: 0006355 (regulation of transcription), 0006357 (regulation of transcription from RNA polymerase II promoter), and 0010628 (transcription)] was identified as the most significantly enriched biological process across all the datasets. Furthermore, pathways with altered regulation in cancers [KEGG ID: hsa05200], mitogen-activated protein kinase (MAPK) signaling pathways [KEGG ID: hsa04010], and pathways involved in axon guidance [KEGG ID: hsa04360] were also enriched in all the datasets. Of note, previous work shows that MAPK signaling pathways are activated in PCV2-infected PK15 cells [51,52]. Additional GO and KEGG pathway analyses that were performed separately with the putative targets of miRNAs either up-regulated or down-regulated by each ORF led to similar results. The only exception was with ORF3-down-regulated miRNA targets due to their relatively small number (Additional file 11). These results suggest that deregulation of a host cell’s transcription and signaling pathways through alterations in cellular miRNA levels might be important for PCV2 infection.

**Figure 4:**
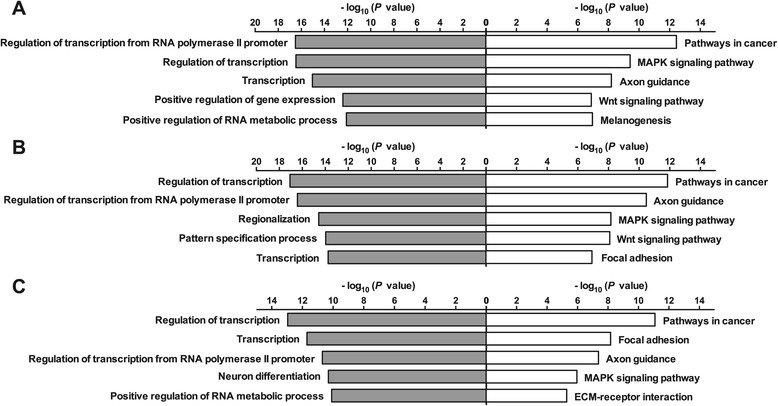
**Functional enrichment analyses on the predicted targets of PCV2 ORF-regulated miRNAs.** The top five most significant GO biological processes (left) and KEGG pathways (right) enriched in the putative target genes of miRNAs regulated by ORF1 **(A)**, ORF2 **(B)**, and ORF3 **(C)** were sorted by the negative log_10_ of the *P* value.

### Regulation of ZNF265 and RGS16 by PCV2 ORF2-regulated miR-139-5p and let-7e

Among the putative targets of the ORF-regulated miRNAs, *zinc finger protein 265* (*ZNF265*) and *regulator of G protein signaling 16* (*RGS16*) were of particular interest because proteins encoded by the porcine orthologs of these genes have been reported to interact with PCV2 ORF1 (Rep) and ORF3 proteins, respectively [13,53]. The porcine *ZNF265* 3′ UTR contains a putative target site for miR-139-5p, whereas the porcine *RGS16* 3′ UTR was predicted to have a single site targeted by the let-7 miRNA family members let-7b-5p, let-7c and let-7e (Table 2). These predicted sites were capable of stably pairing both at the 3′ end of the corresponding miRNAs as well as to the seed region. First, we tested potential regulation of *ZNF265* by miR-139-5p using a *Renilla*-luciferase reporter linked to the wild-type or mutated *ZNF265* 3′ UTR (Figure 5A). Down-regulation of miR-139-5p in ORF2-expressing PK15 cells led to ~43% increase in *Renilla*-luciferase activity from the wild-type *ZNF265* 3′ UTR reporter, compared with parental cells (*P* < 0.01; Figure 5B, left panel, black bars). Conversely, overexpression of miR-139-5p in parental PK15 cells reduced the *Renilla*-luciferase activity by ~27%, relative to cells transfected with the empty vector (*P* < 0.01; Figure 5B, right panel, black bars). None of these effects were seen with a mutated *ZNF265* 3′ UTR reporter in which the miR-139-5p target site had seed mismatches (Figures 5B, gray bars). These results indicate that *ZNF265* is a target regulated by miR-139-5p through its 3′ UTR.

**Table 2:** **Potential miRNA target sites within the 3**′ **UTR of** ***ZNF265*** **and** ***R*** ***GS16*** **mRNA**

**Putative target gene**	**miRNA**	**miRNA-mRNA interaction**	**Δ** ***G*** **(kcal/mol)**
*ZNF265*	miR-139-5p	target 5′ AGGAA––AUGAU–GCUGUAGAC 3′	−20.20
		| | | | | | | | | | | | | |	
		miRNA 3′ GACCUCUGUGCACGUGACAUCU 5′	
*RGS16*	let-7b-5p	target 5′ GAGCUGGCAGCCUGACUGGCUCC 3′	−28.00
		| | | || | | | | | | | | | | | |	
		miRNA 3′ UUGGUGUGUUGGA–UGAUGGAGU 5′	
	let-7c	target 5′ GAGCUG–GCAGCCUGACUGGCUCC 3′	−24.20
		| | | | | | | | | | | | | | | | | | |	
		miRNA 3′ UUGGUAUGUUGGA–UGAUGGAGU 5′	
	let-7e	target 5′ GAGCUG–GCAGCCUGACUGGCUCC 3′	−24.20
		| | | | | | | | | | | | | | | | | |	
		miRNA 3′ UUGAUAUGUUGGAG–GAUGGAGU 5′

**Figure 5:**
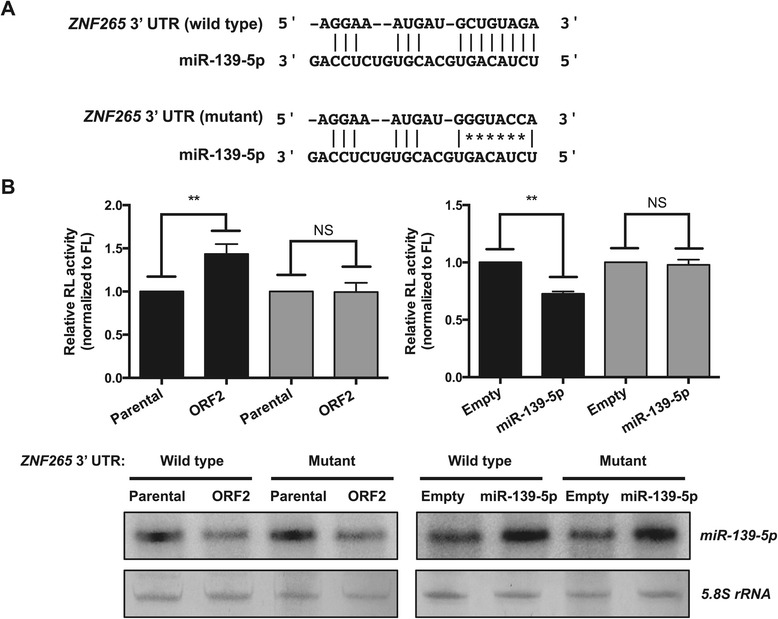
**Regulation of** ***ZNF265*** **by miR-139-5p. A**. Potential wild-type miR-139-5p target site (top) and a mutant with seed mismatches indicated by asterisks (bottom) in the *ZNF265* 3′ UTR. **B**. Relative luciferase activity from the *Renilla*-luciferase reporter constructs containing either the wild-type (black bars) or mutated (gray bars) *ZNF265* 3′ UTR in parental and ORF2-expressing PK15 cells (top left), and in parental PK15 cells with or without (empty vector) miR-139-5p overexpression (top right). The level of mature miR-139-5p in each sample was also determined by splinted ligation assay (bottom). The 5.8S rRNA served as a loading control. Note that miR-139-5p is down-regulated in ORF2-expressing cells compared with parental cells (bottom left). For quantification, *Renilla*-luciferase activity was normalized to firefly-luciferase activity. The normalized activity of *Renilla* luciferase in parental cells or the same cells transfected with the empty vector was set to 1. Data are presented as the mean ± SEM from three independent experiments. NS, no significance; **P < 0.01 by Student’s *t*-test. Abbreviations: RL, *Renilla* luciferase; FL, firefly luciferase.

*RGS16* was predicted to be a target of let-7b-5p and let-7e, both down-regulated by ORF2, and let-7c, which was up-regulated by both ORF1 and ORF3 (Table 2 and Additional file 8). Thus, we next assessed the potential regulation of *RGS16* through the miRNA target site within its 3′ UTR by focusing on let-7e, because the abudance of let-7c was extremly low, and let-7b-5p was less abundant than let-7e with similar expression changes (Additional file 8). 

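In the control library, let-7e made up 0.0165% of the clean reads (95% confidence interval 0.0152% to 0.0179%). The share of let-7c was 0.000115% (4.47e-05% to 0.000296%), close to the floor of the library. For let-7b-5p, for which the paper's control count is 174 reads, no deposited sequence could be assigned, so it was not compared.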

Western blot analysis revealed that down-regulation of let-7e in ORF2-expressing PK15 cells increased the level of RGS16 by more than two-fold compared with parental cells (Figure 6A; compare lanes 1 and 3). In contrast, let-7e overexpression reduced the level of RGS16 by ~22-24% in both parental and ORF2-expressing cells (Figure 6A; compare lanes 2 and 4). However, in all cases, the steady-state levels of *RGS16* mRNA transcripts were unchanged as determined by semi-quantitative RT-PCR (Figure 6B). Collectively, the inverse correlation of RGS16 expression at the protein level with let-7e expression levels suggested that *RGS16* could be targeted by let-7e for repression. To test this possibility, we performed luciferase assays with a reporter construct expressing *Renilla*-luciferase mRNA bearing the *RGS16* 3′ UTR. ORF2-expressing PK15 cells, which had reduced let-7e levels, showed an approximately 54% increase in *Renilla*-luciferase activity, compared to parental cells (*P* < 0.01; Figure 6C, top panel). In contrast, let-7e overexpression in parental PK15 cells caused ~38% reduction of *Renilla*-luciferase activity, relative to cells transfected with the empty vector (*P* < 0.01; Figure 6C, middle panel). Taken together, these results suggest that *RGS16* is a target of let-7e-dependent post-transcriptional repression via its 3′ UTR.

**Figure 6:**
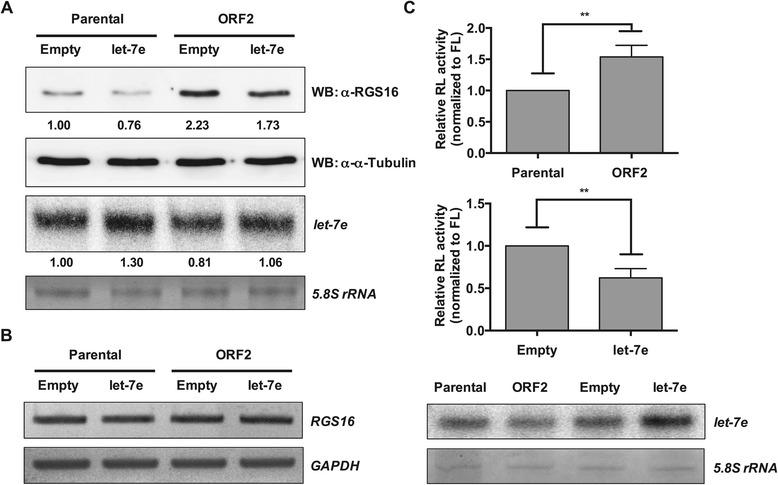
**let-7e regulates** ***RGS16*** **. A**. Western blot (WB) analysis of RGS16 in parental and ORF2-expressing PK15 cells in the absence (empty vector) or presence of let-7e overexpression. α-Tubulin served as an internal control. Mature let-7e levels were also measured by splinted ligation assay. The 5.8S rRNA served as a loading control. Note that let-7e is down-regulated in ORF2-expressing cells (lane 3) relative to parental cells (lane 1). Values below the images indicate quantified signal intensities, and the level of RGS16 protein or let-7e in parental cells transfected with the empty vector was set to 1. **B**. Semi-quantitative RT-PCR analysis of *RGS16* and *GAPDH* mRNA levels in parental and ORF2-expressing cells in the absence (empty vector) or presence of let-7e overexpression. No significant difference in *RGS16* mRNA levels was detected between samples. *GAPDH* was used as an internal control. **C**. Relative luciferase activity from the *Renilla* luciferase-*RGS16* 3′ UTR reporter in parental and ORF2-expressing PK15 cells (top), and in parental PK15 cells in the absence (empty vector) or presence of let-7e overexpression (middle). The level of mature let-7e in each sample was also determined by splinted ligation assay (bottom). The 5.8S rRNA was used as a loading control. *Renilla*-luciferase activity was normalized to firefly-luciferase activity, and the normalized activity of *Renilla* luciferase in parental cells (top) or the same cells transfected with the empty vector (middle) was set to 1. All error bars indicate the mean ± SEM from three independent experiments. **P < 0.01 by the Student’s *t*-test. Abbreviations: RL, *Renilla* luciferase; FL, firefly luciferase.

## Discussion

PCV2 is linked to PMWS and other porcine diseases, which greatly affect the global pig industry. Cellular miRNAs have been demonstrated to be key regulators of virus-host interactions, and their expression is often deregulated by viral infections [27-29]. However, it has remained unknown whether this occurs during PCV2 infection. In this study, we used deep sequencing technology to analyze cellular miRNAs with significantly altered abundance as a consequence of expressing three individual PCV2-encoded ORF proteins in PK15 cells. Distinct subsets of cellular miRNAs were either positively or negatively regulated by each ORF. Some of these miRNAs may have antiviral activity, while others function to reshape the cellular environment to benefit viral replication. Individual PCV2 ORF proteins could affect different steps of miRNA biogenesis through a direct or indirect mechanism at both transcriptional and post-transcriptional levels. First, they may influence miRNA expression at the transcriptional level. The PCV2 ORF1-encoded Rep protein has been known to interact with two distinct cellular proteins linked to transcriptional regulation [12,13]: c-Myc, a transcriptional regulator, and a DNA repair protein, thymine DNA glycosylase which associates with transcriptional activators and coactivators such as CBP/p300, thyroid transcription factor-1, and estrogen receptor-alpha [54-56]. Therefore, such interactions of PCV2-encoded proteins with cellular proteins that play a role in transcriptional regulation are speculated to modulate the expression of a subset of miRNAs by either inhibiting or promoting the activity of the transcriptional regulators. Similarly, unidentified RNA binding proteins that interact with PCV2-encoded proteins may mediate specific regulation of post-transcriptional miRNA processing. This hypothesis is supported by the observation that a number of RNA binding proteins are known to modulate processing of pri- and/or pre-miRNA intermediates into mature miRNAs in a context-dependent manner [57,58]. Given that the opposing activities of miRNA biogenesis and degradation determine the steady-state levels of miRNAs, interactions between PCV2-encoded proteins and cellular proteins can also affect miRNA stability. Combinatorial effects of all these events might contribute to differential expression of cellular miRNAs in the presence of individual PCV2 ORF proteins.

Viruses can subvert host cell functions at several levels, including an alteration in transcription patterns of cellular genes. Indeed, the GO analysis of the potential targets of ORF-regulated miRNAs identified transcriptional regulation as the most significantly enriched biological process. This suggests that a set of cellular miRNAs might be coordinately regulated during PCV2 infection to have a profound effect on transcription of host cells. Since miRNAs act as fine-tuners to maintain the optimal level of gene expression [58], it is likely that PCV2 ORF proteins control gene expression of host cells by perturbing a network of cellular miRNAs that form multiple layers of positive- and negative-feedback circuits with transcriptional regulators. These ultimate changes in transcriptional regulation may partially account for the extensive changes in cellular gene expression previously observed during PCV2 infection [59-61]. During infection, many viruses exert control over a variety of host signaling pathways to support their successful replication [62]. Although most cellular responses to viral infection are initiated as defense mechanisms, the virus could eventually exploit a subset of these activities to ensure efficient replication. Not surprisingly, the KEGG pathway analysis revealed a significant enrichment for MAPK signaling in the putative targets of PCV2 ORF-regulated miRNAs. Viruses often target the MAPK signaling pathways, which are critical for many cellular processes [51,52,63-65]. PCV2 specifically activates the c-Jun NH_2_-terminal kinases (JNK1/2) and p38 in infected PK15 cells, and inhibition of these MAPK pathways significantly hindered viral transcription, viral protein synthesis, viral progeny release, and virus-induced apoptosis [51]. The extracellular signal-regulated kinase (ERK) signaling pathway, which is one of the MAPK cascades, was also found to be activated in PCV2-infected PK15 cells, and its inhibition led to a reduction of viral gene expression and progeny release [52]. Intriguingly, the ERK pathway enhances miRNA production by phosphorylating trans-activation response RNA-binding protein (TRBP), a well-characterized interacting partner of Dicer, which stabilizes the Dicer-TRBP complex [66]. In mammals, several cellular miRNAs mediate the coordinated repression of genes in a shared pathway [67]. Therefore, several miRNAs whose abundance is affected by PCV2 ORFs may converge to coordinate regulation of components in the MAPK signaling pathways, leading to changes in signal output that could be beneficial for PCV2 infection.

In this study, several lines of evidence demonstrate that porcine *ZNF265* and *RGS16* are targets of miR-139-5p and let-7e, respectively, both of which are down-regulated by ORF2. ZNF265 and RGS16 proteins were found to interact with PCV2 ORF1-encoded Rep and ORF3 proteins, respectively [13,53]. ZNF265 is a spliceosomal protein that associates with mRNA and splicing factors [68]. Hence, interaction of the ORF1 protein Rep with ZNF265 was previously suggested to affect transcription and splicing in host cells [13]. RGS proteins attenuate signaling via G-protein coupled receptors associated with the regulation of numerous cellular processes by accelerating the intrinsic GTPase activity of heterotrimeric G proteins [69]. RGS16, a member of the RGS protein subfamily, was proposed to be involved in the nuclear translocation of the PCV2 ORF3 protein [53]. Based on our results, ORF2-induced down-regulation of miR-139-5p and let-7e is likely to augment the expression of *ZNF265* and *RGS16* during PCV2 infection. Consequently, the changes in gene expression could affect a wide variety of cellular processes associated with ZNF265 and RGS16, as well as the interaction with their respective ORF protein, thereby influencing a host cell’s response to PCV2 infection.

Porcine monocyte/macrophage lineage cells are the primary targets of PCV2 in vivo [70]. Hence, it would be interesting to investigate whether PCV2-encoded proteins can alter cellular miRNA profiles in porcine macrophages as we have observed in PK15 cells. If so, a comparative analysis between PK15 cells and porcine macrophages will reveal the differences and similarities in PCV2 ORF-regulated cellular miRNAs between these cell types, which provides a resource to further delineate the potential role of the ORF-regulated miRNAs in PCV2 replication and pathogenesis.

In conclusion, we identified cellular miRNAs that are differentially regulated by the three major PCV2 ORF proteins, although the underlying mechanisms and functional relevance of these miRNAs in virus-host interactions remain to be determined. The putative targets of the ORF-regulated miRNAs were mainly associated with transcriptional regulation and signaling pathways with altered regulation in distinct aspects of the viral life cycle as well as in cancers. Furthermore, we validated *ZNF265* and *RGS16*, whose proteins interact with PCV2-encoded proteins, as target genes of miR-139-5p and let-7e, respectively, which are both down-regulated by ORF2. Taken together, our results suggest that miRNA-mediated regulation of gene expression may play a crucial role in modulating the activity of host cells for PCV2 replication and pathogenesis.

## Additional files

Additional file 1:
**Sequences of primers used in this study.** List of primers used for generation of PK15 stable cell lines expressing each of the three PCV2 ORFs, verification of ORF expression by RT-PCR, and construction of plasmids for miRNA overexpression and luciferase reporter assays. Additional file 2:
**Sequences of bridge oligonucleotides used for splinted ligation assay.** List of bridge oligonucleotides used for splinted ligation assay by which differential expression of ORF-regulated miRNAs was validated. Additional file 3:
**Generation of PK15 cell lines stably expressing each PCV2 ORF.** A. Construction of recombinant retroviral vectors expressing each ORF protein under the control of the CMV promoter. Shading highlights the ORF3-coding region embedded within the ORF1-coding region in the antisense orientation. The annealing sites for the primers used for PCR following RT are indicated. The illustrations are not drawn to scale. B. Agarose gel electrophoresis showing expression of each ORF-coding gene in the respective stable PK15 cell line. RT-PCR analysis was performed to detect *ORF* mRNA transcripts. Lane 1, parental cells; Lane 2, cells harboring empty vector; Lane 3, ORF1-expressing cells; Lane 4, ORF2-expressing cells; Lane 5, ORF3-expressing cells. Parental and empty vector-harboring cells served as controls, and *GAPDH* was used as an internal control. RT was performed with total RNA from each sample using random primers, and the resulting cDNAs were amplified by PCR. As indicated in A, the ORF1 cDNA was PCR amplified using the ORF1/3-RT-F and ORF1-RT-R primers (473 bp amplicon) or ORF1/3-RT-F and ORF1/3-RT-R primers (174 bp amplicon), the ORF2 cDNA using the ORF2-RT-F and ORF2-RT-R primers (342 bp amplicon), and the ORF3 cDNA using the ORF1/3-RT-F and ORF1/3-RT-R primers (174 bp amplicon). Note that the ORF1/3-RT-F and ORF1/3-RT-R primers anneal to identical but oppositely oriented sites on the complementary strands of ORF1 and ORF3 cDNAs, giving rise to RT-PCR products with the same size. Additional file 4:
**Relative abundances of known porcine miRNAs in each library.** List of read counts for 238 known porcine miRNAs in each library. Additional file 5:
**List of miRNAs orthologous between humans and pigs that were identified in this study.** Sequence information for the 118 orthologous porcine miRNAs identified in this study but unannotated in miRBase along with their corresponding precursors and genomic locations. Additional file 6:
**Relative abundances of all the identified porcine miRNAs in each library.** List of read counts for 356 known and orthologous porcine miRNAs in each library. Additional file 7:
**Alignment of mature miRNA sequences for identifying isomiRs.** Sequence information and read counts for isomiRs that differ in sequence length at the 5′ and/or 3′ ends in each library. Additional file 8:
**Differential regulation of porcine miRNAs by individual PCV2 ORF proteins.** Fold change and statistical analyses of miRNA read counts were performed to identify ORF-regulated miRNAs. Additional file 9:
**Expression patterns of clustered miRNAs.** Expression patterns of individual miRNAs in 32 clusters identified in this study. Additional file 10:
**Predicted targets of miRNAs up- or down-regulated by PCV2 ORFs.** List of target genes of ORF-up-regulated or ORF-down-regulated miRNAs that were predicted by at least five of the eleven established miRNA target prediction tools integrated into miRecords. Additional file 11:
**The top-10 GO biological processes and KEGG pathways enriched in the putative targets of PCV2 ORF-regulated miRNAs.** List of the ten most enriched categories of GO annotations and KEGG pathways corresponding to the putative targets of ORF-up-regulated or ORF-down-regulated miRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

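The control library of parental PK15 cells was analysed from its deposited reads. The authors removed low-quality reads and adaptors, kept reads of 18 to 36 nt, matched them to miRNA precursors, and deposited a table of distinct sequences with the raw read count of each, without normalization. The table holds 1541 sequences with 1199575 reads. The total of clean reads, 3476739, was taken from Table 1, because the deposited reads are only part of the library. Raw reads and other RNA classes were not used here.

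Sequences were named from what the paper and its additional files print. An exact match to the isomiR alignments of Additional file 7, which in the file used end after miR-15b, was taken first. The mature sequences of Additional file 2 and Table 2 came next, and then the mature sequences and precursors of Additional file 5, with an overlap of at least 16 nt, no mismatch and at most 3 nt past a printed precursor end. The other arm of such a precursor was named by the only known miRNA of the paper's list that could be meant. The 761 sequences without a name had 184053 reads. A sequence that fitted more than 1 miRNA was counted for each, which concerned 10 sequences with 465 reads. An orthologous miRNA with a printed sequence but no deposited read on its precursor was not compared, which concerned 56 miRNAs. In all, 202 of the 356 miRNAs of the paper had no control count here and were left out.

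Counts of the ORF1, ORF2 and ORF3 libraries are the paper's, from Additional file 6, with the paper's totals from Table 1. The log2 ratio of counts per clean read was computed with no pseudocount, and Fisher's exact test, two-sided, was applied to the reads of a miRNA and the remaining clean reads of 2 libraries. A miRNA passed with p under 0.05 and a log2 ratio of at least 1 in size, as in the paper. With 1 library per cell line, no test across cultures was possible. Passing in one library and not in another was not tested as a difference between those libraries. Ratios with 0 reads in a library are infinite and are not printed.

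The alternatives set before the data were examined were other library totals (the listed miRNA reads, the same without miR-10a-5p and miR-10b, the median of ratios by the formula of DESeq2, and TMM factors of edgeR), Benjamini-Hochberg adjustment, a minimum of 10 reads, miRNAs with 0 reads left out, and the exact test of edgeR with an assumed biological coefficient of variation of 0.1 or 0.4. For the control library alone they were minimums of 2, 3 and 10 reads, other denominators, distinct sequences in place of reads, and another reference sequence for end variation. Totals without rRNA reads, the paper's control counts for all 356 miRNAs, the 140 miRNAs with equal counts, reads that start before the annotated 5′ end left out, and reads shared with let-7a left out were added after the data were examined. The ratio between the arms of a precursor was also added then.

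miRNAs were named in the text by a rule set before the data were examined. It takes each miRNA that the paper names in its Results, its figures and Table 2, the 10 most abundant in the control library, the 12 that the paper marks in all ORF libraries and the members of the miR-99a-let-7c and miR-99b-let-7e-miR-125a clusters. This gave 57 miRNAs, of which 27 could be compared. Others are named only where a list or a difference from the paper required it.

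Shares have 95% Wilson intervals. The rule was tested on simulated data for 356 miRNAs, of which 200 were changed 4-fold. It recovered 137 of the 200, and 107 of the 107 that had at least 10 expected reads, and it called 1 of the 156 unchanged miRNAs. With a simulated coefficient of variation of 0.4 between cultures it recovered 111 and called 20 unchanged miRNAs. Increases and decreases were simulated in equal number, without a shift of most miRNAs or of the rRNA share. The numbers of unchanged miRNAs called therefore do not apply where such a shift is present. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.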

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

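All tests in this part were chosen after the reads had been seen. Reads on miRNA precursors outside the miRNAs listed by the paper were flagged as a signal that the paper does not list or discuss, where they numbered at least 3, the smallest count taken as visible at this depth. The precursors searched were those of the isomiR alignments. Only the control library was examined, so no biological explanation was tested.

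The largest such signal lay on the 5′ arm of the miR-1271 precursor, with 2407 reads in 7 sequences, or 0.0692% of the clean reads (95% Wilson interval 0.0665% to 0.0721%). The listed miR-1271 on the 3′ arm had 2 reads. Only 23 of the miRNAs in the paper's table had more reads in the paper's control counts. The most abundant sequence was CTTGGCACCTAGTAAGCACTC with 1323 reads, from position 11 to 31 of the precursor. Fragments of degraded RNA were assumed to start at scattered positions, but no degraded RNA was measured here. Of the reads on this arm, 99.8% started at the same position. Among the 21 named miRNAs with at least 1000 reads this share ranged from 56.0% to 100.0%, with a median of 99.3%. Reads from other copies of the sequence in the genome could not be excluded. The number of other printed precursors that hold the most abundant sequence was 0, but no genome was searched, so the signal cannot be told apart from this explanation.

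A further 7 reads of the sequence CAAGCTTGTGTCTATAGGTATG lay on the 3′ arm of the miR-100 precursor, and 6 reads of TTGAGGCCTTAAAGTACTG at the 5′ end of the miR-15b precursor. They made up 0.000201% (9.75e-05% to 0.000416%) and 0.000173% (7.91e-05% to 0.000377%) of the clean reads. These counts were too small for a test of their starts, and no explanation was tested. A further 45 reads lay on the 5′ arm of the let-7f-1-3p precursor, the commonest of them TGAGGTAGTAGATTGTATAGTTG with 36 reads. They were not flagged, because this arm carries let-7f, which the paper lists, but they are not part of its count here.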

How the results depend on the processing

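Except where stated, the alternatives were chosen before the data were examined. They gave 137 values for the counts and shares of libraries, of which 95 stayed within 1.5 times the main count or within the confidence interval and 42 did not. For the 40 log2 ratios of named miRNAs that are discussed at a claim or belong to miRNAs regulated in all ORF libraries, they gave 238 values. Of these, 187 kept direction and side of the rule, 43 no longer passed, 5 newly passed and 3 reversed. The cause was not tested for any change below, unless a later part gives a test.

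In the control library, the number of known miRNAs detected stayed within that range at every minimum. The 54 orthologous miRNAs became 31 at a minimum of 3 reads and 17 at 10 reads. The 2 miRNAs found only in the control library became 1 at 2 reads and 1 at 3 reads. The share of the miR-10a-5p and miR-10b pair, 26.0% of the clean reads, was 75.2% of the deposited miRNA reads, and the total without this pair gave no value for it. The share of 22 nt was 20.8% over distinct sequences and 38.2% without this pair.

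The end classes (only the 3′ end, only the 5′ end, both ends) were 48.8%, 9.86% and 24.4% over distinct sequences, and 12.1%, 4.22% and 7.64% with the most abundant sequence as reference. Sequences with at least 10 reads gave 1.69% for only the 5′ end and 0.799% for both ends. Added after the data were examined, the most abundant sequence as reference gave 23.9%, 2.92% and 2.44% without the miR-10a-5p and miR-10b pair, and 45.6%, 12.8% and 23.9% over distinct sequences.

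With the listed miRNA reads as totals, increases became 24 and decreases 2 in the ORF1 library, 42 and 6 in the ORF2 library, and decreases became 9 in the ORF3 library. The miRNAs decreased in all ORF libraries became 1. Without miR-10a-5p and miR-10b in these totals, decreases became 14 in the ORF3 library and 5 in all. With the median of ratios, decreases became 6 in the ORF1 and 11 in the ORF3 library, and increases 22 in the ORF2 library. With TMM these numbers were 6, 11 and 27.

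With an assumed coefficient of variation of 0.4, the ORF1 library had 6 miRNAs (4 increases, 2 decreases), the ORF2 library 19 (5 and 14), the ORF3 library 8 (8 and 0), and all libraries together 2 (2 and 0). Of the 40 named ratios, 18 passed instead of 35. The value of 0.4 was assumed, since the spread between cultures is not known.

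Settings added after the data were examined were also compared. The paper's control counts for all 356 miRNAs gave 51 miRNAs (23 increases, 28 decreases) in the ORF1 library, 74 (19 and 55) in the ORF2 library and 32 with 27 increases in the ORF3 library. Totals without rRNA reads left 1 miRNA decreased in all libraries, as did the miRNAs with equal counts. In the paper's table under the other totals, 40 of 60 values stayed within 1.5 times the main count and 20 moved.

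Among these 40 ratios, the reversed values all came with the listed miRNA reads as totals. They were 0.048 for let-7e in the ORF1 library, 0.11 for let-7e in the ORF2 library and 0.23 for miR-103 in the ORF2 library. Ratios of other named miRNAs also reversed under other totals, and not only those near 0. With the listed miRNA reads, miR-151-5p in the ORF2 library went from -0.77 to 0.50 and let-7f from -0.38 to 0.89. For let-7i and miR-182 in the ORF2 library, the ratios of -0.28 and -0.29 became 0.22 and 0.22 with the median of ratios. With the listed miRNA reads they became 0.98 and 0.98.

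No paired analysis was possible because each cell line had 1 library. For the same reason leaving out replicates did not apply. Without the sequence shared with let-7a, the control count of let-7c was 0 reads and no ratio was given. At this depth, a miRNA with fewer than 3 reads was not told apart from its absence.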

Differences from the paper's values

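The paper's control counts include 89 orthologous miRNAs with reads, and the deposited sequences gave 54. The alternatives set before the data were examined, with 45, 31 and 17 at minimums of 2, 3 and 10 reads, can only lower the number and did not bear on this gap. At the same minimums the paper's counts give 72, 58 and 36.

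For isomiRs the paper's shares are 3.29% for only the 5′ end and 5.87% for both ends. Its text does not say whether they are over reads or distinct sequences, or over which libraries. A difference may therefore come from another measure. The control library gave 1.94% and 1.52% with the printed mature sequence as reference. With the most abundant sequence as reference the values were 4.22% and 7.64%, within 1.5 times the paper's. The same setting gave 12.1% for only the 3′ end, which is not within 1.5 times the paper's 25.74%. Distinct sequences (9.86% and 24.4%) and sequences with at least 10 reads (1.69% and 0.799%) did not close the gap. Leaving out miR-10a-5p and miR-10b changed nothing with the printed mature sequence as reference, because neither is among the 61 miRNAs used. The most abundant sequence as reference without these miRNAs, chosen after seeing the values, gave 2.92% for only the 5′ end, which is within 1.5 times the paper's value, and 2.44% for both ends, which is not. For only the 3′ end the control library gave 33.7% with the printed mature sequence and 23.9% in this last setting.

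The log2 ratio of miR-411-5p in the ORF2 library was 2.70 against the paper's 3.70. With the other library totals set before the data were examined it was 2.91 (listed miRNA reads without miR-10a-5p and miR-10b), 3.20 (median of ratios), 3.37 (TMM) and 3.96 (listed miRNA reads), and none of these equaled the paper's value. It was 3.70 when the read that starts before the annotated 5′ end was left out, a setting chosen after seeing the values. Of the 40 named ratios, only this 1 differed from the paper's. The others had control counts equal to the paper's, so they could not differ.

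The control counts of 8 miRNAs differed by more than 1.5 times. The deposited sequences gave 0 reads for let-7g-3p (the paper's count is 3), 2 for miR-1285 (the paper's is 18), 4 for miR-19a-5p (the paper's is 0) and 24 for miR-31-3p (the paper's is 9). They gave 4 reads for miR-324-3p (the paper's count is 1), 2 for miR-411-5p (the paper's is 1), 6 for miR-502-3p (the paper's is 36) and 2 for miR-628-3p (the paper's is 0). No alternative set before the data were examined applied to these counts. Without reads that start before the annotated 5′ end, a setting chosen after seeing the values, miR-19a-5p, miR-31-3p, miR-324-3p, miR-411-5p and miR-628-3p had 0, 9, 1, 1 and 0 reads, equal to the paper's counts, while let-7g-3p had 0 and miR-502-3p 6 reads.

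The paper names miR-411-5p as the miRNA with the largest increase in the ORF2 library. Here miR-1285 (log2 ratio 3.94, from the control count that differs from the paper's) and miR-125b-1-3p (3.19) increased more than miR-411-5p (2.70). Both miR-1285 and miR-411-5p had 2 control reads, below the floor of 3 reads, so their places in this order are uncertain. Without the read that starts before the annotated 5′ end, the setting chosen after seeing the values, miR-411-5p (3.70) came before miR-125b-1-3p.

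With the paper's control counts for all 356 miRNAs and clean reads as totals, a setting chosen after seeing the values, the rule gave the paper's numbers of increases and decreases, which are 23 and 28 in the ORF1 library, 19 and 55 in the ORF2 library, 27 and 5 in the ORF3 library and 10 and 2 in all.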

Other observations

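The tests on library totals were set before their own results were seen, although the total without rRNA reads was added after the data had been examined, and the tests on ortholog counts, let-7c and precursor arms were chosen after the results had been seen.

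Decreases made up 69.2% of the miRNAs that passed the rule in the ORF2 library, and 74.3% with the paper's control counts for all 356 miRNAs. By the paper's Table 1, rRNA reads made up 36.5% of the clean reads in the ORF2 library and 20.1% in the control library. With rRNA reads taken out of the totals the share of decreases was 52.8%, and 56.9% for the 356 miRNAs. Taking out the rRNA reads thus lowered the share of decreases and left 19 decreases and 17 increases among the 154 miRNAs, a difference that was not tested. With totals scaled by the median of ratios the share was 46.3%, and 50.7% for the 356 miRNAs. It was 40.0% (38.9% in the paper's table) with TMM and 12.5% (5.77%) with the listed miRNA reads. Without miR-10a-5p and miR-10b in the listed reads it was 57.1% (64.1%). In the ORF3 library, increases made up 72.2% (84.4% for the 356 miRNAs), and 50.0% (54.5%) with the median of ratios. This scaling centres the log2 ratios (to medians of -0.048 in the ORF2 and -0.062 in the ORF3 library), so it moves the shares towards 50% whatever the reason for a shift. The imbalances therefore cannot be told apart from a shift of most miRNAs against the clean reads, and no value here separates such a shift from an effect of the ORF proteins.

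Of the 89 orthologous miRNAs with reads in the paper's control counts, 45 share a precursor with a known porcine miRNA and 44 do not. Among the deposited sequences, 43 of the 45 (95.6%) and 9 of the 44 (20.5%) had reads (Fisher's exact test, two-sided, p = 5.04e-14). The 35 without reads in the second set have 5881 reads in the paper's control counts. For most of these miRNAs this is consistent with a deposited table made from precursors that carry a known porcine miRNA. The 9 with reads in the second set do not follow this, and shared precursors were recognised by name only. No biological explanation was tested.

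Among the 62 orthologous miRNAs counted here, 12 had a count that differed from the paper's. Without reads that start before the annotated 5′ end, 8 of the 12 equaled the paper's count, and none of the 50 equal counts changed. For these 8 the paper's counts may therefore leave out such reads. This does not extend to known miRNAs, since the count of 3748 reads for miR-151-5p, which equals the paper's, includes 52 reads of CTCGAGGAGCTCACAGTCTAGT that start before its mature sequence. The remaining 4 (let-7g-3p, miR-30d-3p, miR-500a-5p and miR-502-3p) were not explained.

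For let-7c, reads shared with let-7a were weighed as an explanation of its increase. Without the shared sequence, let-7c passed the rule in 2 of the libraries in question, ORF1 and ORF3, with 0 control reads against the paper's 50 and 60 reads. This pass decides nothing, because all 4 control reads were of the shared sequence and leaving it out could only raise the ratio. With a control count of 0 the size of the increase is not known. The shared sequence made up 2 of the 52 and 1 of the 61 reads of let-7c in the paper's ORF1 and ORF3 alignments, so it does not account for most of these reads. A change of library or culture cannot be excluded with 1 library per cell line.

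The ratio between the arms of a precursor does not depend on the library total. It was computed for 64 comparisons of arm pairs with equal control counts, and 15 had a Benjamini-Hochberg adjusted p under 0.05 by Fisher's exact test, two-sided. The ratio of miR-125b-1-3p to miR-125b was 2.13 in the control library and 12.1 in the paper's ORF2 counts, a log2 change of 2.51 (p = 1.07e-33, adjusted p = 3.42e-32). In the ORF1 and ORF3 libraries it was 4.65 and 4.30. For miR-222-5p to miR-222 the ratio was 0.0424 in the control library and 0.0857, 0.142 and 0.108 in the ORF1, ORF2 and ORF3 libraries. A shift between the arms of most precursors was weighed for the ORF2 library. Over the other 20 pairs the median log2 change was 0.46, and 14 of them changed upwards. The pairs are not all ordered from the less to the more abundant arm, so a common shift cannot be excluded as part of the change. The change for miR-152-5p to miR-152 was as large, at 2.52 (adjusted p = 0.000626), with 12 to 62 reads per arm in the ORF2 library. Reads of miR-125b can also come from a second precursor, and the ratio of its arm miR-125b-2-3p to miR-125b changed by 1.14 in the ORF2 library (adjusted p = 0.00774). How many reads of miR-125b came from each precursor and the preparation of single libraries were not tested, so a technical explanation remains open.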
